# Mapping quantitative trait loci and developing their KASP markers for pre-harvest sprouting resistance of Henan wheat varieties in China

**DOI:** 10.3389/fpls.2023.1118777

**Published:** 2023-02-02

**Authors:** Cheng Kou, ChaoJun Peng, HaiBin Dong, Lin Hu, WeiGang Xu

**Keywords:** wheat, pre-harvest sprouting, genome-wide association study, RNA-seq, KASP, mrMLM

## Abstract

**Introduction:**

Pre-harvest Sprouting (PHS) seriously affects wheat quality and yield. However, to date there have been limited reports. It is of great urgency to breed resistance varieties *via* quantitative trait nucleotides (QTNs) or genes for PHS resistance in white-grained wheat.

**Methods:**

629 Chinese wheat varieties, including 373 local wheat varieties from 70 years ago and 256 improved wheat varieties were phenotyped for spike sprouting (SS) in two environments and genotyped by wheat 660K microarray. These phenotypes were used to associate with 314,548 SNP markers for identifying QTNs for PHS resistance using several multi-locus genome-wide association study (GWAS) methods. Their candidate genes were verified by RNA-seq, and the validated candidate genes were further exploited in wheat breeding.

**Results:**

As a result, variation coefficients of 50% and 47% for PHS in 629 wheat varieties, respectively, in 2020-2021 and 2021-2022 indicated large phenotypic variation, in particular, 38 white grain varieties appeared at least medium resistance, such as Baipimai, Fengchan 3, and Jimai 20. In GWAS, 22 significant QTNs, with the sizes of 0.06% ~ 38.11%, for PHS resistance were stably identified by multiple multi-locus methods in two environments, e.g., AX-95124645 (chr3D:571.35Mb), with the sizes of 36.390% and 45.850% in 2020-2021 and 2021-2022, respectively, was detected by several multi-locus methods in two environments. As compared with previous studies, the AX-95124645 was used to develop Kompetitive Allele-Specific PCR marker QSS.TAF9-3D (chr3D:569.17Mb~573.55Mb) for the first time, especially, it is available in white-grain wheat varieties. Around this locus, nine genes were significantly differentially expressed, and two of them (TraesCS3D01G466100 and TraesCS3D01G468500) were found by GO annotation to be related to PHS resistance and determined as candidate genes.

**Discussion:**

The QTN and two new candidate genes related to PHS resistance were identified in this study. The QTN can be used to effectively identify the PHS resistance materials, especially, all the white-grained varieties with QSS.TAF9-3D-TT haplotype are resistant to spike sprouting. Thus, this study provides candidate genes, materials, and methodological basis for breeding wheat PHS resistance in the future.

## 1 Introduction

Wheat is a major worldwide food crop, and China is the largest wheat producer and consumer in the world. In 2022, Chinese wheat harvest area was 22,911.2 thousand hectares, and the total yield reached 135.76 million tons. In Henan, wheat harvest area and yield accounts for 24.8% and 28.1% in China, respectively, being the largest main wheat producing area in China. Its genetic improvement of wheat varieties has played an important role in its continuous improvement of wheat production capacity.

Pre-harvest Sprouting (PHS) refers to the phenomenon of seeds germinating and sprouting on the spike under rainy or humid conditions before wheat harvest. It is a worldwide natural disaster, and has been reported in China (Zhou et al., 2017), Japan (Kashiwakura et al., 2016), the United States (Nonogaki et al., 2014), Canada (Cabral et al., 2014), Europe (Rakoczy-Trojanowska et al., 2017), South Africa (Sydenham and Barnard, 2018), and Australia (Barrero et al., 2010). In China, the frequent and severe PHS spike hazards happened in the middle and lower reaches of Changjiang River winter wheat zone, southwest winter wheat zone, and northeast spring wheat zone (Jin, 1996; Zhang et al., 2010). In these zones, PHS resistance depends on dormant genes linked to red seed coat. In northern China, such as Henan, however, white-grained wheat varieties are used in production, and with the overall popularization of wheat mechanization harvest, that wheat should be harvested after being fully mature and dehydrated in the field. The varieties with PHS susceptibility have an increased probability of spike sprouting due to rainfall during the mature harvest period. Therefore, it is of great urgency to breed resistance varieties *via* PHS resistance quantitative trait nucleotides (QTNs) or genes of white-grained wheat.

Wheat PHS resistance is a complex quantitative trait controlled by multiple genes (Imtiaz et al., 2008). Thus, it is very important and necessary to identify these resistance loci and develop their molecular markers in crop breeding. In previous linkage analysis, a series of QTLs for PHS resistance has been located on all the 21 wheat chromosomes (Mohan et al., 2009; Cabral et al., 2014; Cao et al., 2016; Fakthongphan et al., 2016), in which repeatedly and stably QTLs were found on chromosome 3 (Kato et al., 2001; Osa et al., 2003; Kulwal et al., 2004; Mori et al., 2005; Liu and Bai, 2010). Currently, red-grained wheat varieties generally exhibit higher PHS resistance, because the PHS resistance genes on chromosomes 3A, 3B and 3D are thought to be closely linked to red seed coat, which is controlled by R dominant allele (Himi et al., 2011). Recently, genome-wide association studies (GWAS) have been used to identify QTLs and their candidate genes for wheat grain weight and plant height (Zanke et al., 2014; Chen et al., 2016; Wang et al., 2017), especially, Zhu et al. (2019) identified some QTLs and developed their molecular markers on wheat chromosomes 1AL, 3BS, and 6BL for PHS resistance, and Lin et al. (2017) identified two candidate genes for PHS resistance in 80 wheat varieties. However, the studies on wheat PHS resistance are relatively limited.

Chinese wheat local varieties showed higher PHS resistance than improved varieties (Wang et al., 2011; Liu et al., 2014), which provided valuable genetic resources for mining the loci of PHS resistance. In this study, 629 wheat varieties were measured for PHS resistance in 2020-2021 and 2021-2022, including 373 wheat local varieties over 70 years ago and 256 wheat improved varieties over the last 70 years in Henan Province, China. To mine some valuable QTNs for PHS resistance, these phenotypes were used to associate with SNP markers in the above 629 wheat varieties using several multi-locus GWAS methods. The results were validated by RNA-seq datasets between PHS resistance and susceptibility varieties, one confirmed QTN was used to develop Kompetitive Allele-Specific PCR (KASP) marker, and the KASP marker was further confirmed to be associated with PHS resistance. Thus, this study provides a valuable locus and white-grained wheat PHS resistance materials, which is available in main producing zones.

## 2 Materials and methods

### 2.1 Materials

In association mapping population, there were 629 Chinese wheat varieties, including 373 local wheat varieties from 70 years ago and 256 improved wheat varieties (lines). In autumns of 2020 and 2021, these varieties were planted in the experimental field of Henan Modern Agricultural Research and Development Base (East longitude: 113.707°, North latitude: 35.011°). The winter wheat varieties were provided by Institute of Crops Molecular Breeding, Henan Academy of Agricultural Sciences.

### 2.2 Measurement of PHS resistance in 629 wheat varieties

Based on the agricultural industry standards of the People’s Republic of China, NY/T 1939-2009, namely “standard” hereinafter, we harvested the varieties in the dough stage in turn, and 20 main stem spikes of each variety were stored in the refrigerator at -20°C. After all the varieties were harvested, we measured the PHS phenotypes of all the varieties on phytotron with temperature of 22°C ± 1°C and relative humidity of 95% ± 5%. Samples were removed from phytotron after 96 hours, and dried at 60°C for counting, spike sprouting (SS) was calculated from the formula x=(n/N)*100%,

where *n* is the number of sprouted grains per spike, and *N* is the total number of grains per spike. The relative SS index “*I*” of each variety to be tested was calculated from I=x1/x2.

where *x*_1_ is the SS of each variety to be tested, and *x*_2_ is the SS of the control variety, being Zhoumai 18 or a local variety with similar PHS phenotype with Zhoumai 18. Based on the criteria of PHS resistance in **Supplementary Table S1**, pre-harvest sprouting grade of each variety was determined.

### 2.3 Multi-locus GWAS for wheat PHS resistance in 629 varieties

As described in the reference (Du et al., 2021), all the 629 varieties were genotyped by wheat 660K microarray, and high quality genotypes of 314,548 SNP markers were obtained based on four screening criteria: alleles = 2, minor allele frequency (MAF) ≥ 0.01, missing ≤ 10%, and heterozygosity ≤ 10%. The best linear unbiased prediction (BLUP) values in 2020-2021 and 2021-2022 years was calculated by R language package (R 4.2.1). These marker genotypes were used to associate trait phenotypes or BLUP values in the 629 wheat varieties using the IIIVmrMLM (Li et al., 2022a; Li et al., 2022b) and mrMLM (Zhang et al., 2020) software packages, in which the latter included mrMLM (Wang et al., 2016), FASTmrMLM (Tamba and Zhang, 2018), FASTmrEMMA (Wen et al., 2017), pLARmEB (Zhang et al., 2017), ISIS EM-BLASSO (Tamba et al., 2017), and pKWmEB (Ren et al., 2018) methods. The population structure was determined using admixture_linux-1.3.0 software. The number of subgroups (K) was scanned from 2 to 5 using the admixture software and determined as two. The kinship matrix was calculated using the mrMLM software. The critical LOD score for significant QTLs was set as LOD = 3.0, which is equivalent to P-value = 2e-4. The Manhattan plots were drawn using the mrMLM software. The LD decay distance was calculated using vcftools v0.1.13, plink-v1.07, and PopLDdecay 3.41 softwares. The 2.192 Mb region was regarded as the upstream and downstream of a significant QTL.

### 2.4 Design and analysis of molecular markers for PHS resistance loci

0.2-0.3g fresh leaves were taken from each of 629 wheat varieties, pre-cooled with liquid nitrogen, crushed, and placed into 1.5mL centrifuge tube, and wheat genomic DNA was extracted based on Gawel and Jarret (1991).

#### 2.4.1 Design of KASP molecular marker for PHS resistance locus

The forward and reverse primers (FT: 5’-ATCAATTATCAGCTCTGGAT-3’; FC: 5’-ATCAATTATCAGCTCTGGAC-3’; R: 5’-AATCTTGACCTGTGTCCCGA - 3’) of KASP molecular markers were designed in the upstream 20 bp and downstream 155 bp according to the physical location information of significantly associated locus in reference to the Chinese spring sequence information of wheat Whole Genomics website (http://202.194.139.32/jbrowse-1.12.3-release/?data=Chinese_Spring1.0 ). HEX (red, 5’-GAAGGTCGGAGTCAACGGATT-3’) was added to the 5’ end of FT primer sequence and FAM (blue, 5’-GAAGGTGACCAAGTTCATGCT-3’) was added to the 5’ end of FC primer sequence, respectively. These primers were synthesized by Sangon Biotech (Shanghai) Co., Ltd. PCR reactions were performed in an Hydrocycler-thermal cycler in a total volume of 3μL, including 1.5μL KASP 2× Master Mix (LGC Technology (Shanghai) Co., Ltd.), 80 ng of template DNA, 0.06μL KASP Assay mix(100uM of Forward primer-FT, Forward primer-FC, Reverse primer-R and ddH2O mixed in a 12:12:30:46 volume ratio). PCR amplification were 94°C for 15min, 10 cycles of 94°C for 20s, 61°C-55°C for 60s by 0.6°C decrease per cycle, and with a final extension is 29 cycles of 94°C 20s, 55°C 60s.

#### 2.4.2 Sequence analysis of the KASP marker amplified product

The KASP molecular marker reaction products of Zhoumai 18 and Shengsimai were separated by 1% agarose gel electrophoresis, the target fragments were recovered and purified, which was cloned with pMDTM19-T vector (Takara Biomedical Technology (Beijing) Co., Ltd.), and sequenced by Sangon Biotech (Shanghai) Co., Ltd. At least 10 clones were sequenced for each variety. DNAMAN software was used to analyze the allelic variation of the amplified product sequences of KASP marker primers, and then BLAST (basic local alignment search tool) at EnsemblPlants database (http://plants.ensembl.org/index.html).

### 2.5 RNA-seq sample selection preparation and differential gene expression analysis

#### 2.5.1 RNA-seq sample selection preparation

According to the identification results of spike sprouting in association population, the highly resistant red-grained variety Shengsimai, the white-grained variety Baipimai, and the highly susceptible white-grained variety Zhoumai 18 were selected as RNA-seq samples. The sample processing method was carried out according to the standard. At the wax-ripening stage, all the three samples were cut from 15 cm below the spike, 9 spikes were taken from each material, which were divided into 3 portions, each spike was a biological replicate. And then, after soaking for 4 hours, one of 3 portions was taken out of liquid

Nitrogen and frozen for the 0-point control of RNA-seq (0h). The remaining two portions were further tested for PHS identification. A total of 96 hours were required for PHS identification. Samples were taken out and frozen in liquid nitrogen at 48 hours (48h) and 96 hours (96h). The subsequent RNA extraction library preparation, sequencing, and analysis results of RNA-seq were provided by Beijing Biomarker Technologies Co., Ltd.

#### 2.5.2 RNA-seq differential expression analysis of genes

Differential gene expression analysis of RNA-seq samples was performed on the website of Beijing Biomarker Technologies Co., Ltd. (http://www.biomarker.com.cn/). FDR < 0.05 was used as the standard for screening differentially expressed genes, and the difference groups were set according to the PHS resistance and susceptibility, and the PHS resistance of different seed coat colors, as shown in **Supplementary Table S2**. Using the differential gene expression datasets, the P-values were calculated by GO annotation enrichment tool of the Beijing Biomarker Technologies (https://international.biocloud.net/).

## 3 Results

### 3.1 Phenotypic analysis for PHS resistance in 629 wheat varieties

The spike sprouting method was used to identify the phenotypes of 629 wheat varieties (**Supplementary Table S3**), including 333 red-grained and 296 white-grained varieties. Among them, the numbers of red-grained varieties and white-grained varieties resistant to spike germination in the two years were 293 and 38, respectively. Red-grained varieties were generally more resistance than white-grained varieties. Among the 373 local varieties, 305 were red-grained varieties, 68 were white-grained varieties, and 298 were resistant to spike sprouting in both the two years. Among the 256 improved varieties, 28 were red-grained varieties, 228 were white-grained varieties, and 33 were resistant to spike sprouting in both the two years (**Figure 1**). This indicates that the grain color of wheat varieties in Henan Province has changed greatly from the local varieties before 1950 to the later improved varieties, and red-grained varieties were gradually changed to white -grained varieties. In the past two decades, all the varieties developed have been white-grained varieties.

**Figure 1:**
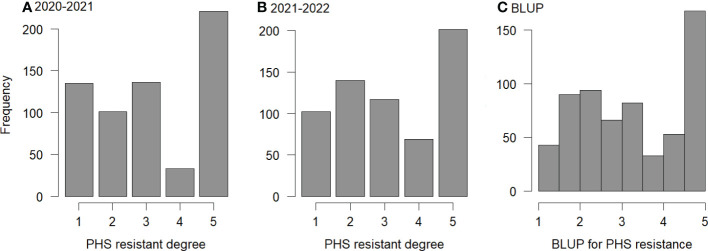
Frequency for PHS resistance. **(A–C)**: frequencies of PHS resistance for 629 varieties at 2020-2021, 2021-2022, and their BLUP values, respectively; 1 to 5: highly resistance, resistance, middle resistance, susceptibility, and highly susceptibility, respectively.

In the identification of PHS resistance, the ranges of spike sprouting rates in 2020-2021 and 2021-2022 were 0.51%~99.22% (Mean ± SD: 35.38% ± 0.29%) and 0.00%~97.47% (Mean ± SD: 33.63% ± 0.25%), respectively, indicating abundant phenotypic variation in both environments. Analysis of variance showed that the spike sprouting rates were significant across genotypes, environments, and their interactions, and the heritability was 0.88 (*P*-value ≤ 0.001; **Supplementary Table S4**), indicating that wheat PHS resistance was mainly determined by genotypes and modified by environments.

### 3.2 GWAS for PHS resistance index in 629 wheat varieties

The phenotypes for PHS resistance index in 629 wheat varieties in the two years were used to associate with all the SNP markers using six multi-locus GWAS approaches. As a result, a total of 22 QTNs were stably detected by multiple methods or environments, and their proportions of total phenotypic variation explained by each QTN (R^2^) was from 0.00001% to 38.1121% (**Table 1**). Among these loci, two loci, AX-95124645 on chromosome 3D and AX-109028892 on chromosome 5D, had been identified by Zhou et al. (2017), while other loci were identified for the first time, especially, AX-111020384 on chromosome 3A and AX-95124645 on chromosome 3D were identified by all the seven methods in the two software packages in all the two environments, and their R^2^ values were 12.8% and 38.1%, respectively (**Figure 2**), indicating the major QTN around AX-95124645 for wheat PHS resistance. As compared with the GWAS results for PHS resistance in 272 local varieties genotyped by Wheat660 SNP markers (Zhou et al., 2017), the resistance allele of AX-95124645 was found to be associated with only red-grained varieties in Zhou et al. (2017) and with both red-grained and white-grained varieties in this study. In linkage disequilibrium analysis, the LD decay distance in association mapping population was found to be 2.192Mb. This means that 2.192 Mb upstream and downstream regions of the significant QTL, that is QSS.TAF9-3D (chr3D:569.167Mb ~ 573.551Mb), may be used to mine candidate genes.

**Table 1:** Significant QTNs for PHS resistance index detected by multiple multi-locus GWAS methods in two environments.

QTN	Chr	Marker	Position (Mb)	Env	Methods	−log10(P-value)	R^2^ (%)	Reference
QTN1	1A	AX-110511933	12.859	3	2, 4	5.355~5.3664	0.5869~0.6868	
QTN2	1A	AX-109827872	545.852	3	3, 5	4.0032~6.3289	0.4481~1.0833	
QTN3	2A	AX-94559008	21.208	1, 3	1, 4	4.2459~6.2418	1.1445~2.3547	
QTN4	2A	AX-109841146	716.163	1	1, 2, 4	4.3164~6.8085	0.0652~1.6299	
QTN5	3A	AX-111020384	10.159	1, 2, 3	1~7	4.3263~36.0266	3.1246~12.8725	
QTN6	5A	AX-111670342	569.991	1, 3	3	4.4955~5.8588	0.00001~0.7568	
QTN7	6A	AX-110436229	590.075	2	1, 2	4.4267~4.7556	0.7937~1.1922	
QTN8	6A	AX-94617998	608.969	3	1, 2, 5	3.8013~5.7994	0.4255~0.7798	
QTN9	7A	AX-110492207	20.188	1, 3	1~5, 7	3.8284~24.2651	0.6686~3.1246	
QTN10	1B	AX-94741303	3.181	2, 3	1, 2, 4, 6	4.5796~8.3543	0.5791~1.886	
QTN11	2B	AX-111503288	765.578	1, 3	1, 4, 6	5.5209~12.389	1.4445~3.8593	
QTN12	3B	AX-111703196	16.805	2, 3	3, 4, 7	3.9937~9.9601	0.8401~1.7144	
QTN13	5B	AX-94487480	469.826	1, 3	2, 5	3.7531~4.4669	0.49~1.1933	
QTN14	5B	AX-108862465	511.697	1	1, 2, 4	5.009~8.1404	0.0551~1.318	
QTN15	5B	AX-108932221	536.054	3	2, 4	4.4563~5.4732	0.2389~0.3166	
QTN16	1D	AX-94392070	58.087	1, 3	4, 5, 6	4.0595~7.3964	0.915~1.557	
QTN17	1D	AX-110332164	458.942	2, 3	1, 4	4.1832~5.235	0.6609~0.905	
QTN18	3D	AX-95124645	571.359	1, 2, 3	1~7	5.0794~48.9107	4.9300~38.1121a	Zhou et al., 2017
QTN19	4D	AX-108916749	19.09	1, 3	2, 3	4.2911~6.551	0.00001~3.6386	
QTN20	5D	AX-109028892	45.711	1	1, 5, 6	10.6444~27.0823	7.2283~11.2516	Zhou et al., 2017
QTN21	6D	AX-109716798	143.583	3	3, 5	3.9008~5.7168	0.4118~0.5253	
QTN22	6D	AX-109293498	472.945	1, 3	1, 2, 3, 4, 6	4.2369~7.5779	0.5624~1.7955	

Env 1, 2, and 3: the PHS resistance indices in 2020-2021, 2021-2022, and their BLUP values, respectively. Methods 1 to 7: mrMLM, FASTmrMLM, FASTmrEMMA, pLARmEB, ISIS EM-BLASSO, pKWmEB, and IIIVmrMLM, respectively. “a”: the R^2^ value is greater than 30%.

**Figure 2:**
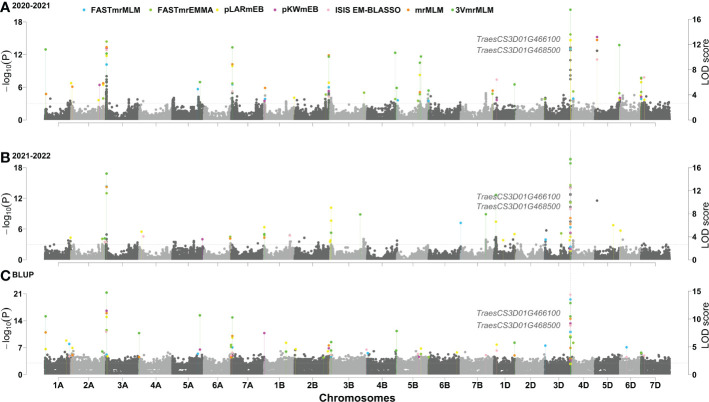
**(A–C)** Manhattan plot for PHS resistance index in 629 wheat varieties. If LOD score ≥ 10, the LOD scores obtained are transformed as LOD’ = 10 + (LOD – 10)/5.

### 3.3 KASP marker of QSS.TAF9-3D

Using the KASP marker around a major QTN AX-95124645, two haplotypes were found in the 629 wheat varieties(**Figure 3**), namely QSS.TAF9-3D-TT and QSS.TAF9-3D-CC, which is completely consistent with the results of marker AX-95124645 obtained from 629 wheat varieties scanned by 660K chip. We also used T-A cloning and sequencing of the amplified products of Zhoumai18 (QSS.TAF9-3D-CC) and Shengsimai (QSS.TAF9-3D-TT), which there was only a T/C allele mutation at 26 bp in the amplified products of Zhoumai 18 and Shengmai. Using EnsemblPlants database (http://plants.ensembl.org/index.html), it was found that the above T/C alleles in the amplified products are exactly consistent with those at the physical location of marker AX-95124645 (**Figure 3**). QSS.TAF9-3D-TT and QSS.TAF9-3D-CC haplotypes could be distinguished by KASP molecular marker, having 261 QSS.TAF9-3D-TT haplotypes and 368 QSS.TAF9-3D-CC haplotypes in 629 wheat varieties.

**Figure 3:**
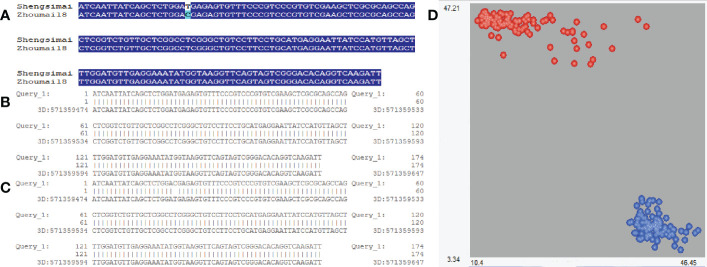
Sequence alignment of KASP marker amplification products at significant locus of QSS.TAF9-3D. **(A)** sequence alignment of the amplified products of Shengsimai and Zhoumai18; **(B)** Sequence alignment of Shengsimai amplification products from EnsemblPlants database; **(C)** Sequence alignment of Zhoumai18 amplification products from EnsemblPlants database; **(D)** Red and blue: varieties with QSS.TAF9-3D-TT and QSS.TAF9-3D-CC haplotypes, respectively. Horizontal and vertical coordinates represent the fluorescence signal values of FAM and HEX, respectively.

The KASP marker was used to conduct haplotype analysis in 629 wheat varieties. The results were listed in **Supplementary Table S5**. The results showed that QSS.TAF9-3D-TT haplotype had significantly higher PHS resistance than QSS.TAF9-3D-CC haplotype. TAF9-3D-TT/CC markers accounted for 36.390% and 45.850% of phenotypic variation in SS_2021 and SS_2022, respectively. The QSS.TAF9-3D-TT haplotype was negatively correlated with the PHS resistance index, indicating that the QSS.TAF9-3D-TT haplotype was mainly distributed in varieties with high PHS resistance. Among 261 varieties with QSS.TAF9-3D-TT haplotype, 253 and 252 were resistant to spike sprouting in 2020-2021 and 2021-2022, respectively. Among the 38 white-grained resistant PHS varieties, 11 white grained varieties with QSS.TAF9-3D-TT showed PHS resistance (**Supplementary Table S6**). We considered that PHS resistance in the remaining 27 varieties was dependent on other related genes or QTLs.

### 3.4 RNA-seq analysis

#### 3.4.1 Validation of GWAS results by RNA-seq

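RNA-seq was performed on spikes of the white-grained resistant variety Baipimai, the red-grained highly resistant Shengsimai and the white-grained highly susceptible Zhoumai18. Spikes cut at the wax-ripening stage were soaked for 4 h and kept at 22 °C and a relative humidity of 95%. They were frozen at 0, 48 and 96 h, with 3 biological replicates per variety and time, which gave 27 libraries of polyadenylated RNA. The numbers in the library names of Shengsimai and Zhoumai18 are those of the varieties in Table S3, but the number for Baipimai is that of Baimai (Xichuan), a white-grained variety with the CC haplotype. These libraries are called Baipimai here, as they are labelled. The authors deposited the counts per gene, without normalization, and the FPKM values, which are scaled for gene length and library size, of 153699 genes. Total counts differed little between libraries. In Baipimai they were 45590141 to 52006851 (median 48953169) at 0 h, 48245068 to 53591344 (median 49163597) at 48 h and 46270344 to 47792322 (median 46895681) at 96 h. In Shengsimai they were 49893902 to 50903676 (median 50286132) at 0 h, 50924537 to 55765523 (median 52668211) at 48 h and 46631527 to 48271563 (median 46747435) at 96 h. In Zhoumai18 they were 46079889 to 50332053 (median 46269438) at 0 h, 47944660 to 50076022 (median 47975012) at 48 h and 48860756 to 54379371 (median 51554371) at 96 h. The counts were scaled by the TMM method and tested with edgeR's quasi-likelihood test in one fit of the 27 libraries with 9 group means. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p under 0.05 were called DEGs. The test covered the 68658 genes that reached 1 FPKM in at least 3 libraries. No minimum fold change was set, because the paper's methods name the false discovery rate alone, so small differences pass the threshold at this depth. On counts simulated for Shengsimai against Zhoumai18 at 48 h, the test recovered 173 of 200 changed genes (86.5%) with 5 false calls among 68658 genes. In that simulation all other genes had equal expression in all groups, and the changed genes differed by at least 2-fold. The real comparison called 42824 genes, of which 20022 reached a 2-fold change in edgeR. These rates may therefore not hold for the real data. The deposited table gives no gene positions, so the region of QSS.TAF9-3D was taken as the high-confidence identifiers on chromosome 3D from TraesCS3D01G465600 to TraesCS3D01G470700.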

Differentially expressed genes (DEGs) in QSS.TAF9-3D region were listed in **Table 2**. The results showed the existence of differential expressions between the PHS resistance varieties (Baipimai and Shengsimai) and the PHS susceptibility variety (Zhoumai18), indicating the association of QSS.TAF9-3D with PHS resistance. 

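Between Baipimai and Zhoumai18, the DEGs among the 18 tested genes of the region numbered 4 at 0 h (3 lower and 1 higher in Baipimai), 11 at 48 h (7 lower and 4 higher in Baipimai) and 13 at 96 h (3 lower and 10 higher in Baipimai). Between Shengsimai and Zhoumai18 they numbered 9 at 0 h (1 lower and 8 higher in Shengsimai), 14 at 48 h (8 lower and 6 higher in Shengsimai) and 14 at 96 h (5 lower and 9 higher in Shengsimai). Adjusted over the list alone, the counts at 0, 48 and 96 h were 3, 12 and 13 for Baipimai and 9, 15 and 14 for Shengsimai. At 0 h, the alternative that moved the counts most was a minimum 2-fold change on the log2(FPKM + 1) scale, which left 0 region DEGs for Baipimai and 2 for Shengsimai. The directions at 0 h also moved with the scaling and the test, to 4 lower and 0 higher in Baipimai and 3 lower and 5 higher in Shengsimai with limma on log2(FPKM + 1). Without replicate 2 of Zhoumai18 at 0 h, 0 were higher in Baipimai, and without replicate 3 of Shengsimai at 0 h, 2 were lower in Shengsimai. Both resistant varieties differed from Zhoumai18 in the same direction in 0 region genes at 0 h, 7 at 48 h and 9 at 96 h by edgeR's adjusted p. For 0 h, an unadjusted p under 0.05 gave 1 gene, DESeq2 0 and limma on log2(FPKM + 1) 1. These comparisons share the Zhoumai18 libraries. Their log2 fold changes had the same sign in 50% of the region genes at 0 h, 72.2% at 48 h and 61.1% at 96 h, against a mean of 68.1%, 68.1% and 64.6% for groups simulated without any change over 8 simulations. Over all tested genes the sign was the same in 71.1%, 61.55% and 81.0%, against 66.5%, 66.9% and 66.3% in the simulations. In all these shares, a gene with a log2 fold change of 0 in both comparisons counted as the same sign. TraesCS3D01G467700 and TraesCS3D01G467800 had no counts in any variety at 0 h. A common direction was therefore found in fewer than 50% of the region genes at 0 h. The mean number of region genes past the threshold in the same direction in both comparisons was 0 in the simulations at each time. The simulations held no changed genes, so this cannot show whether such sharing is particular to the region. Of all 68658 tested genes, 22408 at 0 h, 19735 at 48 h and 43815 at 96 h were shared in this way. Of the shared region genes, 1 was higher and 6 lower in the resistant varieties at 48 h, and 6 were higher and 3 lower at 96 h. Among those lower at 48 h, TraesCS3D01G467700, TraesCS3D01G467800 and TraesCS3D01G467900 had 6, 0 and 0 counts over all Shengsimai libraries. A sequence or presence difference from the reference genome was not excluded for them. At 96 h, TraesCS3D01G467700 was called higher in Shengsimai on 5 counts against 0 in Zhoumai18. The region was also set against the rest of the genome. Of 53800 overlapping windows of 18 consecutive tested genes, 14.6% held at least as many as the region for Shengsimai at 48 h and 98.3% for Baipimai at 0 h, the lowest and the highest share of the 6 comparisons. From the existence of differential expression between the resistant varieties and Zhoumai18, the paper concludes that QSS.TAF9-3D is associated with PHS resistance. The paper also bases this association on its GWAS and on the haplotypes of the KASP marker, which these libraries do not address.

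**Figure D1:**
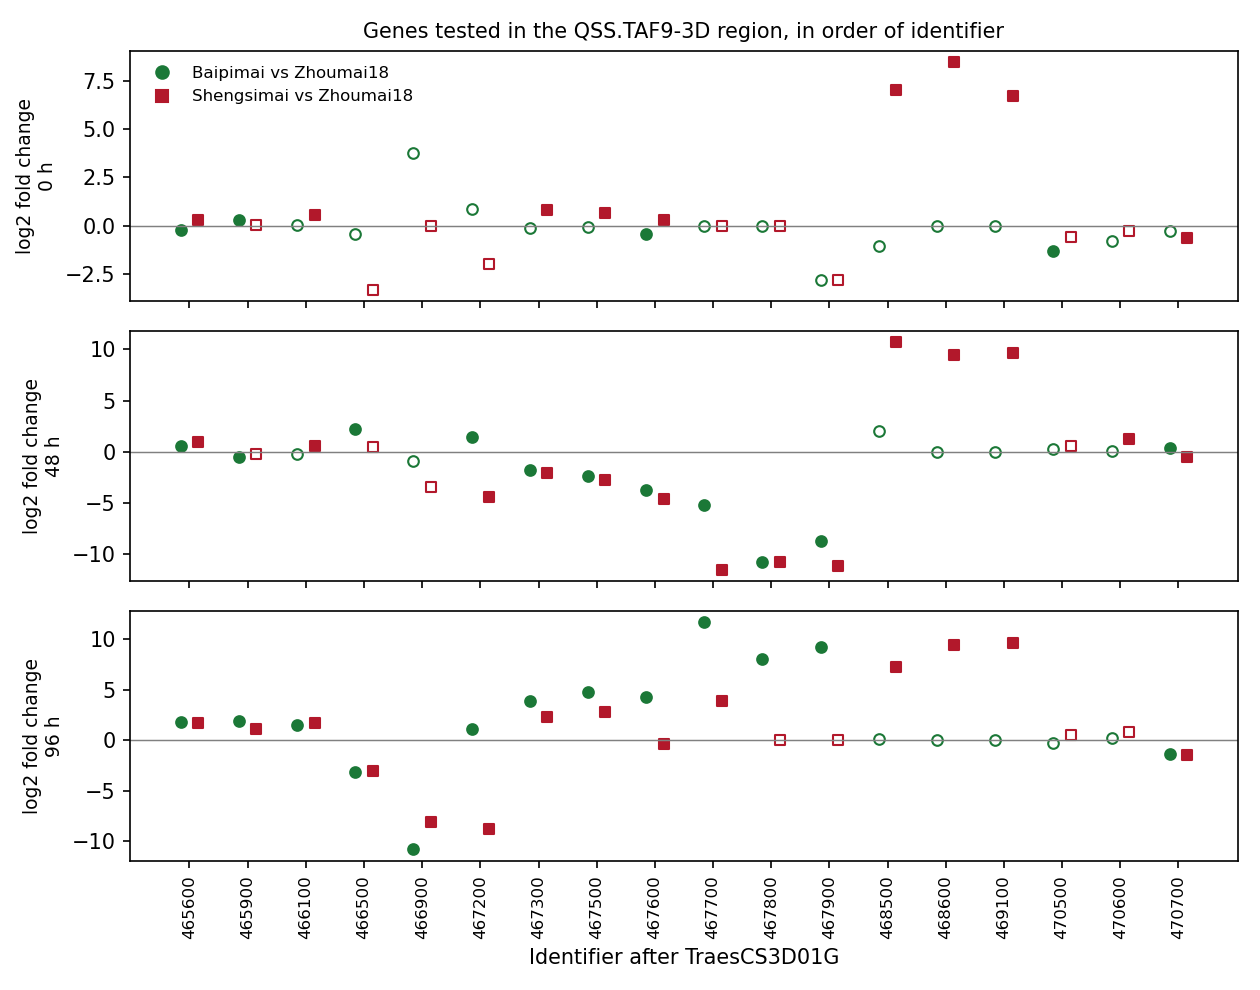
Log2 fold changes (y axis) of the 18 tested region genes in order of identifier (x axis), between each resistant variety and Zhoumai18 at 0, 48 and 96 h (panels), each from 3 libraries per group, with filled symbols for an adjusted p under 0.05; values for genes at 0 counts in a group depend on the prior count of the fit. Filled symbols number 4 for Baipimai and 9 for Shengsimai at 0 h, and 13 and 14 at 96 h.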

With the increase of treatment time, the number of DEGs between the two resistant varieties and one susceptible variety significantly increased. 

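Whether the differences changed with treatment time was tested as the difference at 96 h minus that at 0 h. With Baipimai it was past the threshold for 10 region genes, 8 towards higher and 2 towards lower values in Baipimai. With Shengsimai it was past the threshold for 8 region genes, 6 towards higher and 2 towards lower values, and for 14 genes, 9 towards higher and 5 towards lower values, when limma was run on log2(FPKM + 1). Without replicate 3 of Baipimai at 0 h, 1 gene moved towards lower values in Baipimai. The count of region DEGs was the same at 48 and 96 h with Shengsimai, and with Baipimai most of the rise also lay between 0 and 48 h. Over all tested genes, DEGs between Baipimai and Zhoumai18 numbered 33799 at 0 h, 36797 at 48 h and 56549 at 96 h. Between Shengsimai and Zhoumai18 they numbered 40334, 42824 and 56043. Within varieties, 48620 genes changed from 0 to 96 h in Baipimai, 49899 in Shengsimai and 56418 in Zhoumai18.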

The number of DEGs in the two resistance varieties of Baipimai and Shengsimai with different seed coat colors increased first and then decreased with the increase of treatment time, indicating the association of seed coat color with PHS resistance.

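Between Baipimai and Shengsimai, 10 region genes were DEGs at 0 h, 14 at 48 h and 13 at 96 h. In Baipimai, 9 were lower and 1 higher at 0 h, 7 lower and 7 higher at 48 h, and 5 lower and 8 higher at 96 h. At 0 h the numbers were 7 lower and 2 higher with limma on the TPM scale, and 0 were higher without replicate 2 of Baipimai, or without replicate 1 or 2 of Shengsimai, at this time. The step from 48 to 96 h was a single gene. With each library left out in turn, the count ran from 13 to 14 at 48 h and from 12 to 13 at 96 h, so these times are not told apart. With a minimum 2-fold change on the log2(FPKM + 1) scale the counts rose throughout, from 2 at 0 h to 5 at 48 h and 9 at 96 h. Over all tested genes the DEGs numbered 32725, 42393 and 43075. Each seed coat color was represented by one resistant variety in this comparison.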

**Table 2:** No. of differentially expressed genes in QSS.TAF9-3D region.

Time	DEG	Comparison		
point		Baipimai vs Zhoumai18	Shengsimai vs Zhoumai18	Baipimai vs Shengsimai
0h	Up	1	0	1
	Down	0	2	0
	Total	1	2	1
48h	Up	6	7	5
	Down	1	5	2
	Total	7	12	7
96h	Up	3	3	4
	Down	8	9	0
	Total	11	12	4

Time point indicates sample treatment time; DEG indicates differentially expressed genes, Up indicates that "vs" is less expressed in the former than in the latter, and Down indicates that "vs" is more expressed in the former.

### 4.1 Candidate genes around QSS.TAF9-3D

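The range of identifiers that was taken as the region holds 52 high-confidence genes. Of these, 13 had no count in any of the 27 libraries, 21 had counts but did not reach 1 FPKM in 3 libraries, and 18 were tested.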

In the region of QTL QSS.TAF9-3D, there were 56 genes. Using the RNA-seq datasets, 9 genes were found to be differentially expressed, as shown in **Figure 4**. Among them, TraesCS3D01G466100 GO annotation showed that it encodes ubiquitin protein transferase, and the NCBI conserved domain analysis showed that it encodes RING-type E3 ubiquitin ligase. 

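All 9 genes of Fig. 4A were among the 18 tested genes, and each was a DEG in at least 3 of the 6 comparisons of a resistant variety with Zhoumai18. The study chose these genes on the same libraries, so their calls are not independent evidence. Within a gene, the rank correlation of the colors in Fig. 4A with the mean FPKM of the groups had a median of 0.2 over the 9 genes. With the names Shengsimai and Zhoumai18 exchanged the median was 1. The same exchange moved the region counts away from Table 2, from a sum of differences of 45 to 59. In both resistant varieties, 7 of the 9 genes differed from Zhoumai18 in the same direction at one time or more. TraesCS3D01G467600 had 946 ± 92.2 CPM (TMM-scaled, SD, n = 3) in Zhoumai18 at 48 h, against 71.7 ± 0.962 in Baipimai and 37.5 ± 2.07 in Shengsimai. For Baipimai this was a log2 fold change of -3.72 (standard error 0.10, adjusted p = 1.5e-21 from edgeR's quasi-likelihood test), and each of its 3 libraries lay below each Zhoumai18 library. At 96 h the same gene was highest in Baipimai, with 684 ± 17 CPM. TraesCS3D01G467300 was lower in both resistant varieties at 48 h and higher in both at 96 h. Its log2 fold changes were -1.79 and 3.86 in Baipimai and -2.08 and 2.25 in Shengsimai, with an adjusted p of at most 5.9e-16 in edgeR's test. TraesCS3D01G467200 was near 0 in all varieties at 0 h, with 2 counts over the 3 libraries of Baipimai, 1 in Zhoumai18 and 0 in Shengsimai. At 48 h it had 8 counts in Shengsimai, 521 in Baipimai and 183 in Zhoumai18. At 96 h it had 0 in Shengsimai, and 2.3 ± 0.379 CPM in Baipimai and 1.1 ± 0.561 in Zhoumai18. Outside the 9 genes, TraesCS3D01G467800 had 195 to 264 counts per library in Zhoumai18 at 48 h and 0 in both resistant varieties, so it was at least 254-fold lower in Baipimai against a floor of 3 counts over the group. At 96 h it had 15 to 40 counts per library in Baipimai and 0 in Shengsimai and Zhoumai18, so it was at least 37.3-fold higher in Baipimai than in Zhoumai18. At 0 h no library had a count of it, and no Shengsimai library had one at any time. TraesCS3D01G466900 had 238 to 281 counts per library in Zhoumai18 at 96 h, 0 in Baipimai and 2 over the 3 libraries of Shengsimai. These differences were past the threshold in edgeR but not in DESeq2. At 0 and 48 h no library had more than 4 counts of it.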

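Between Baipimai and Zhoumai18, TraesCS3D01G466100 was not past the threshold at 0 h, with 22.4 ± 2.47 against 21.4 ± 0.336 CPM (adjusted p = 0.54, edgeR's quasi-likelihood test), or at 48 h, with 25.4 ± 0.98 against 28.8 ± 1.5 (adjusted p = 0.0591, edgeR). The latter was past the threshold without replicate 1 of Zhoumai18 at 48 h, at a log2 fold change of -0.22 (adjusted p = 0.0409, edgeR), and also with DESeq2 and with a fit of the compared groups alone, at -0.20 and -0.20. At 96 h Baipimai had 35.4 ± 1.8 and Zhoumai18 12.6 ± 1.1 CPM, a log2 fold change of 1.49 (standard error 0.0826, adjusted p = 1.5e-15 from edgeR's quasi-likelihood test), and each of the 3 Baipimai libraries lay above each Zhoumai18 library. Shengsimai was higher than Zhoumai18 at every time, with 31.2 ± 2.89 CPM at 0 h, 43.5 ± 2.83 at 48 h and 40.4 ± 2.43 at 96 h. Its log2 fold changes were 0.54, 0.60 and 1.68, and with each library left out in turn the last stayed between 1.63 and 1.75. From 0 to 96 h the gene rose by 0.66 on the log2 scale in Baipimai and fell by 0.77 in Zhoumai18, while the median change of all tested genes was 0.11 and 0.12. The difference between them changed by 1.43 between these times (standard error 0.12, adjusted p = 1.6e-11 from edgeR's quasi-likelihood test).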

In recent years, a large number of studies have shown that RING E3 is widely involved in abiotic stress processes (Cho et al., 2017). TraesCS3D01G468500 gene encodes initiation transcription factor TAF9. 

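TraesCS3D01G468500 had counts almost only in the Shengsimai libraries, with 1805 to 2034 per library at 0 h, 1272 to 1488 at 48 h and 1383 to 1421 at 96 h. No Baipimai library exceeded 24 counts and no Zhoumai18 library exceeded 29. At 0 h Shengsimai had 51.7 ± 2.92 and Zhoumai18 0.399 ± 0.251 CPM, a log2 fold change of 7.03 (standard error 0.31, adjusted p = 4.4e-17 from edgeR's quasi-likelihood test), with each of the 3 Shengsimai libraries above each Zhoumai18 library. Shengsimai was also higher at 48 and 96 h, with a log2 fold change of 7.22 at 96 h. Between Baipimai, the other resistant variety, and Zhoumai18 it was not past the threshold at any time, with an adjusted p of 0.186 at 0 h, 0.301 at 48 h and 0.912 at 96 h in edgeR's test. At 0 h this rested on a single library, since replicate 2 of Baipimai had 24 counts and the others 0, against 7 to 29 in Zhoumai18. Without replicate 2, Baipimai was at least 10.8-fold lower against a floor of 3 counts over the group (adjusted p = 8.3e-05, edgeR), and with limma and a pseudocount of 0.1 on all libraries the difference at 0 h was also past the threshold, at -1.25 on that scale. The 7 neighbouring genes of a run that starts with TraesCS3D01G468500 had 2865 counts in Shengsimai and 0 in Baipimai and Zhoumai18. Within Shengsimai, TraesCS3D01G468500 fell by 0.84 on the log2 scale from 0 to 96 h (adjusted p = 0.000414, edgeR's quasi-likelihood test), and limma on log2(FPKM + 1) gave -0.30, also past the threshold. It was not past the threshold with DESeq2, with a pseudocount of 0.1, on the TPM scale or after quantile normalization, which gave -0.85, -0.30, -0.16 and -0.19. The median change of all tested genes also moved with the scaling, and relative to it the gene had -0.92 in edgeR, -0.56 in limma on log2(FPKM + 1) and -0.18 after quantile normalization.

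**Figure D2:**
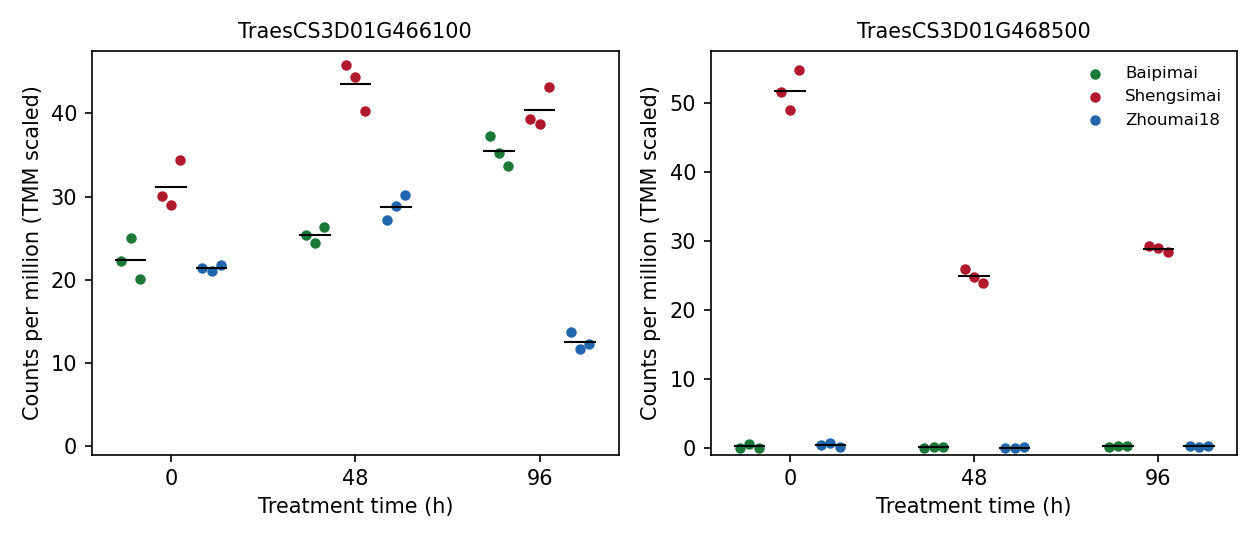
TMM-scaled CPM (y axis) of TraesCS3D01G466100 and TraesCS3D01G468500 in each library by treatment time in hours (x axis), with 3 libraries per variety and time as points and their mean as a line. TraesCS3D01G468500 lies near 0 in Baipimai and Zhoumai18, and its means in Shengsimai are 51.7 at 0 h, 24.9 at 48 h and 28.8 at 96 h.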

At present, the function of TAF9 has been reported in both human and yeast (Frontini et al, 2005; Knoll et al, 2020). However, TAF9 has limited studied in plants. Thus, the two genes were regarded as new candidate genes in this study.

**Figure 4:**
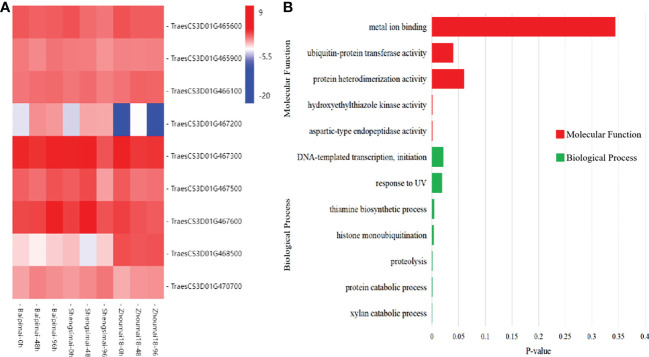
Differentially expressed genes in the QSS.TAF9-3D transcriptome. **(A)** heat map of differentially expressed genes (DEGs) between PHS resistant and susceptible. **(B)** GO Molecular Functions and Biological Process of DEGs.

## 4 Discussion

Genome-wide association studies for wheat PHS resistance in 629 local and improved varieties (lines) in Henan Province, China provide new insights into the genetic foundation of the important trait and variety breeding. In previous studies, most of them focused on the PHS resistance in southwest and southern wheat zones in China, for example, Zhou et al. (2017) found that the landraces in Chinese wheat zones with high precipitation showed strong PHS resistance in 717 Chinese wheat landraces, but there were few studies on PHS resistance in northern wheat zones with less rain. In this study, 373 local varieties before 1950 and 256 improved varieties after 1950 in Henan Province were included. It was found that genes for wheat PHS resistance were gradually lost in the process of selection and breeding for yield, quality, and other important breeding traits. The main reason is that most of the loci or genes for wheat PHS resistance are found to be linked with red seed coat, while most improved varieties are white grained, resulting in the generally reduced PHS resistance of modern improved varieties. In this study, 38 white grain resistant varieties were observed, and this study provides a material basis for breeders to select white-grained resistant varieties for PHS.

Zhou et al. (2017) found three major PHS resistant QTLs on chromosomes 3A, 3D, and 5D, in which the marker AX-95124645 was located on Chr 3D. In this study, AX-95124645 locus was identified by several multi-locus methods in two environments to be associated with PHS resistance, especially, its R^2^ value was 38%. However, this study provides three new results compared with previous studies. First, resistant and susceptible PHS varieties were used to conduct RNA-seq analysis, and 9 DEGs were found in the 2.192 Mb upstream and downstream intervals of AX-95124645, and two candidate genes were predicted. Then, the KASP marker QSS.TAF9-3D-TT/CC was developed based on the AX-95124645 locus. The results showed that QSS.TAF9-3D-TT/CC haplotypes with only one T/C base allele variation could completely distinguish all the PHS resistant and susceptible varieties. Finally, all the QSS.TAF9-3D-TT haplotypes were found in 11 white-grained varieties to be resistant for PHS.

It should be point out that the KASP marker QSS.TAF9-3D developed in this study is valuable. First, the KASP marker was used to select 11 white-grained resistant varieties with excellent haplotype QSS.TAF9-3D-TT, indicating its possibility of marker-assisted selection in white-grained varieties for PHS resistance. But among 629 varieties, the numbers of white-grained varieties resistant to spike germination in the two years was 38. Because Wheat PHS resistance controlled by multiple genes (Imtiaz et al., 2008), so we consider the spike sprouting resistance of the remaining 27 white grain varieties was caused by other genes or QTLs. Second, this marker uses high-throughput KASP genotyping technology. In particular, KASP is based on conventional PCR and fluorescence detection, which can meet the requirements of low, medium, and high throughput genotyping on the basis of ordinary laboratory operation (Semagn et al., 2014), indicating that it is flexible, cheap, high-throughput, automated, and accurate. As we known, KASP, as an alternative to TaqMan, is similar in principle to TaqMan (also based on terminal fluorescence reading), but it differs from TaqMan technology in the following ways. It uses a universal probe, which can be used with a variety of different gene-specific primers, without the need for probe synthesis for each specific site, which greatly reduces the reagent cost of the experiment (Majeed et al., 2018). In conclusion, QSS.TAF9-3D-TT/CC markers can be used for higher throughput and more accurate screening of PHS resistance varieties, especially in white-grained varieties, which provides a strong theoretical basis for molecular mark-assisted breeding.

Myb10 is an important regulatory gene in the pathway of pigment synthesis. The earliest MYB-type transcription factor identified was maize Colorless 1 (Paz-Ares et al., 1987). In wheat, *Tamyb10* gene is believed to be related to seed dormancy, because it may affect the sensitivity of wheat embryo to ABA. Lang et al. (2021) found that *myb10-D* gene, as a candidate gene for PHS-3D, not only regulates the synthesis of flavonoid compounds, but also increases the ABA concentration in developing seeds, thus inhibiting the wheat PHS. 

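TraesCS3D01G468400 had 1 count over the 27 RNA-seq libraries, in Shengsimai at 0 h. It was not tested, and a difference between the red-grained and the white-grained varieties was not detectable at this depth.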

In this study, the candidate gene TraesCS3D01G468400 was found to be consistent with *Tamyb10-D* in the annotation information of 61 genes in the QSS.TAF9-3D region. Although Himi et al. (2011) designed the *Tamyb10-D* marker to screen PHS resistance materials, *Tamyb10-D* is an important regulatory gene involved in the pigment synthesis of wheat seed coat so that its corresponding molecular marker is mainly used to screen the PHS resistance of red-grained wheat varieties, indicating its difficulty in the application of white-grained varieties. We identified two differentially expressed genes TraesCS3D01G466100 and TraesCS3D01G468500 in the QSS.TAF9-3D region using RNA-seq. TraesCS3D01G466100 GO annotation shows that it encodes C3HC4-RING fifinger E3 ubiquitin ligase. Yang et al. (2016) identified *AtAIRP4* in Arabidopsis, which is induced by ABA and other stress treatments. *AtAIRP4* encodes a cellular protein with a C3HC4-RING finger domain in its C-terminal side, which has *in vitro* E3 ligase activity. A large number of studies have shown that the dormancy period of wheat seeds is negatively correlated with the degree of PHS (Flintham et al., 2000; Biddulph et al., 2008; Shu et al., 2016), and ABA plays a crucial role in promoting seed dormancy and inhibiting seed germination (Martínez-Andújar et al., 2011). Thus, it is possible for *TraesCS3D01G466100* to affect PHS resistance by regulating seed ABA levels. *TraesCS3D01G468500* gene encodes the initiation transcription factor TAF9. Yang (2015) cloned a gene *CpTAF9* in the woody ornamental plant *Chimonanthus melanoides*. Salt stress, high temperature or ABA application promoted the expression of *CpTAF9* gene in leaves. ABA is an important hormone regulating seed dormanness. *TraesCS3D01G468500* gene may affect wheat spike germination by indirectly regulating seed ABA content. We selected these two genes as new PHS resistance candidate genes.

## 5 Conclusion

We firstly identified 38 white-grained varieties with PHS resistance in 629 wheat varieties (lines) from Henan Province, China, stably identified a major QTN AX-95124645 on chromosome 3D, and developed its KASP marker QSS.TAF9-3D-TT/CC. This marker haplotype can effectively detect the PHS resistance materials, especially, all the white-grained varieties with QSS.TAF9-3D-TT haplotype are resistant to spike sprouting, which can be used for molecular mark-assisted breeding of spike sprouting resistance in white-grained varieties. This study provides material and methodological basis for breeding wheat PHS resistance in the future.

## Data availability statement

The sequencing data have been successfully submitted to the GEO database and applied for public disclosure. The GEO accession number is GSE222342, and the BioProject accession number is PRJNA919175.

## Author contributions

W-GX conceived and managed the research and revised the manuscript. CK and C-JP analyzed datasets. CK measured the phenotypes of the traits. LH and H-BD provided the research materials and Instruments. CK wrote the draft. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Mapping quantitative trait loci and developing their KASP markers for pre-harvest sprouting resistance of Henan wheat varieties in China
**Source:** Front Plant Sci. 2023 Feb 2;14:1118777. doi: 10.3389/fpls.2023.1118777
**Supplement:** Supplementary file 1

**Table S1. The criteria for wheat PHS resistance**

**Table S2. Differential grouping settings for RNA-seq**

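Table S2 lists which groups of libraries were compared in the RNA-seq experiment. Each resistant variety was set against Zhoumai18, and the white-grained Baipimai was set against the red-grained Shengsimai, at each treatment time. No comparison of Table S2 sets a time against another within a variety.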

\*\* : The 0.001 probability level of significance.

**Table S3. PHS resistance grades of 629 wheat varieties**

**Table S4. 629 natural populations variance analysis of for PHS resistance**

\*\* : The 0.001 probability level of significance.

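Table S4 divides the variance of the spike sprouting rate among genotypes, years and their interaction. The paper's sums of squares are 108.219 for genotype, 41.963 for years and 66.257 for the interaction. Those for years and interaction add to 108.22, and the paper's total is 119.726.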

**Table S5. Haplotype analysis for PHS resistance at QSS.TAF9-3D locus**

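Table S5 sets the PHS resistance of the varieties against their haplotype. Recomputed from the grades in Table S3, which run from highly resistant to highly susceptible in whole steps, the mean grade of TT varieties was 1.98 ± 0.0584 (standard error, n = 259) in the earlier season and 1.97 ± 0.0534 (n = 261) in the later one. For CC varieties the means were 4.01 ± 0.0716 (n = 367) and 4.08 ± 0.0623 (n = 368). The haplotype accounted for 40.6% and 48.6% of the variance of the grades. The shares that the paper gives, for what it calls the resistance indices, are lower in both seasons. The recount thus does not repeat the paper's shares, and the cause was not tested.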

\*\* : The 0.001 probability level of significance.

SS\_2021 and SS\_2022: The PHS resistance indices in 2020-2021 and 2021-2022, respectively.

**Table S6. 11 PHS resistance white-grained varieties with haplotype QSS.TAF9-3D-TT**

SS\_2021 and SS\_2022: The PHS resistance indices in 2020-2021 and 2021-2022, respectively.

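In Table S3, 11 of the 296 white-grained varieties carry the TT haplotype, against 250 of the 333 red-grained ones. The 11 varieties of Table S6 have a grade of at most 3 in both seasons, and 0 of them have a grade under 3 in both.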

1 to 5: Highly resistance, resistance, middle resistance, susceptibility, and highly susceptibility, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

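Gene expression was measured by RNA-seq in spikes of Baipimai, Shengsimai and Zhoumai18 at 0, 48 and 96 h of the sprouting treatment, with 3 replicates in each of 9 groups. Samples were assigned to varieties, times and replicates by the labels deposited with them. The sequencing company named in the paper made the libraries and the values, and the paper's text does not name the aligner, the counter or the genome build. The authors deposited raw counts per gene, without normalization, in one table of all libraries. Beside them the authors deposited FPKM values, which are counts scaled for gene length and library size. The table held 153699 genes, and 1 malformed line was left out. A short table with the resistance class of each variety in words was not used.

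The tests had been planned on FPKM with limma, since the deposited table was taken to hold FPKM alone. Because it also holds counts, edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts with TMM scaling took its place. The planned filter (1 FPKM in at least 3 libraries), the single fit of 27 libraries, the Benjamini-Hochberg adjustment within each comparison and the threshold of 0.05 were kept. The following alternatives were set before the data were examined: a pseudocount of 0.1, no filter on low values, a fit of the compared groups alone, the replicate number as a block, a minimum 2-fold change on the log2(FPKM + 1) scale, rescaling to the TPM scale, quantile normalization, leaving out each library in turn, a region widened by 10 identifiers on each side, adjustment over the region's genes alone, windows on the D genome alone, and a stricter limit for resistance in Table S3. The pseudocount, TPM and quantile alternatives were run with limma on log2 FPKM, so they change the test as well as the setting they are named for. Added after the data were seen were DESeq2 1.42.0, the planned fit with limma 3.58.1 on log2(FPKM + 1), and a minimum 2-fold change in edgeR's own fold change. The tests were run on simulated data before use.

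Totals ranged from 45590141 to 55765523 counts per library. The TMM factors ran from 0.71 to 1.16. The most abundant 50 genes took 26.1% of the counts in Shengsimai at 0 h and 7.23% in Zhoumai18 at 96 h, the highest and the lowest mean of a group. Replicates of a group were checked against each other, and the chi-square per degree of freedom of a pair was 2.89 to 12.6, so no pair differed by less than the sampling noise. CPM values are on the TMM scale. A fold against a group with 0 counts is a lower bound against 3 counts over the group, which covers counting error only.

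Genes were named by a rule written with the alternatives. It takes every gene the paper names, other region genes that differed from Zhoumai18 in the same direction in both resistant varieties at one time, and at most 2 genes that rose and 2 that fell most from 0 to 96 h in each variety, among DEGs whose 3 libraries at one time all lie above the 3 at the other and whose higher mean is at least 10 FPKM. Genes of a run with counts in one variety were named after their values were seen. The region runs from the first to the last gene of Fig. 4A in the order of identifiers. Gene positions and GO terms were not analysed here, and the enrichment in Fig. 4B was not repeated. Reads of near-identical homoeologous copies on the A, B and D genomes can be split between copies by the counting, so values of single genes with such copies are uncertain. Tables S3 to S6 were recounted from the supplementary text.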

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

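The tests of regrouped labels, scaling, windows, depth, library labels and flanking genes in this part were chosen after the results were seen.

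The difference between Baipimai and Zhoumai18 changed between 0 and 96 h for 10 of the 18 tested region genes, and that between Shengsimai and Zhoumai18 for 8. These results stand out because the same comparison gave another difference at another time, by a test of the change itself. Leaving out each library in turn gave 9 to 11 genes for Baipimai and 7 to 8 for Shengsimai. A shift of scale between libraries, as from a few genes taking many counts, is argued against, since 10 of the 10 and 7 of the 8 genes kept their call and direction after quantile normalization. Variety labels were also regrouped within each time in 40 ways per comparison, the real one included. For Baipimai, 1 of 40, the real one, gave as many region genes. For Shengsimai, 7 of 40 did. These counts alone do not exclude an accidental grouping in either comparison, although over all genes 27 of 27 libraries lay closest to a library of their own group. A look at the regroupings, taken after the counts were seen, showed that they depend on which regroupings were drawn. For Baipimai, 1 regrouping besides the real one kept the groups at 96 h or exchanged them whole, and it gave 8 region genes. For Shengsimai, 6 did, and they gave 8 to 11. The 38 and 33 regroupings that mix the varieties at 96 h each gave 0 region genes in edgeR, with at most 1 at an unadjusted p under 0.05, and no other tool was run on them. A change particular to the region is argued against, because 92% of windows of 18 genes held at least as many such genes for Baipimai and 97.7% for Shengsimai. A response to the treatment that differs between resistant and susceptible varieties over the whole genome stays open and was not tested, as does any other difference between these varieties.

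The 7 genes that follow TraesCS3D01G468500 in a run of 8 genes, among 15 identifiers up to TraesCS3D01G469900, had 2865 counts in Shengsimai and 0 in Baipimai and Zhoumai18. They stand out as a signal in genes that the paper does not discuss, above the limit of 3 counts. A run was defined, after seeing the data, by genes with at least 20 counts in one variety and at least 20 times the CPM of the other varieties. The genes are TraesCS3D01G468600, TraesCS3D01G468800, TraesCS3D01G468900, TraesCS3D01G469100, TraesCS3D01G469200, TraesCS3D01G469300 and TraesCS3D01G469900. Of the whole genome's 76889 genes with at least 20 counts in a variety, runs of 8 or more in one variety occurred 3 times, the others being in Zhoumai18. A difference in depth is argued against, because Baipimai would have held 2779 counts at the level of Shengsimai. A single mislabelled library is argued against, since 27 of 27 libraries lay closest to a library of their own group. A sequence or presence difference from the reference genome may also give such a run. At least 20 counts in every variety were held by 5 of the 10 genes on its sides. This explanation cannot be told apart from a difference in expression, because no genome of these varieties was used here. Table S3 lists the TT haplotype for both Shengsimai and Baipimai, so the run does not follow the haplotype as listed if the libraries are from Baipimai. In these libraries the run goes with grain color, since the 7 genes had counts in the red-grained variety and 0 in both white-grained ones. With a single red-grained variety, grain color cannot be told apart from any other difference of Shengsimai.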

How the results depend on the processing

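DESeq2, limma on log2(FPKM + 1) and the 2-fold limit in edgeR were chosen after seeing the data, and the other alternatives here were not. Lists of counts separated by commas give Baipimai against Zhoumai18, Shengsimai against Zhoumai18 and Baipimai against Shengsimai, in this order.

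A minimum fold change moved the counts of DEGs most often. On the log2(FPKM + 1) scale, the region held 0, 2 and 2 DEGs at 0 h and 6, 9 and 5 at 48 h. Over all genes this limit left 6670, 7938 and 3579 at 0 h, 8836, 10733 and 9046 at 48 h and 25156, 23904 and 8848 at 96 h, and from 0 to 96 h 12688 in Baipimai, 14979 in Shengsimai and 26380 in Zhoumai18. With the limit in edgeR, the region held 1, 3 and 3 at 0 h and, between Baipimai and Shengsimai, 7 at 48 h. Over all genes it left 15350, 18333 and 12204 at 0 h, 16170, 20022 and 17808 at 48 h and 37101, 35910 and 19544 at 96 h, and from 0 to 96 h 27145 in Baipimai and 30218 in Shengsimai. The limit removes calls by its construction. Without the filter on low values, which tests more genes, the region held 25 DEGs between Shengsimai and Zhoumai18 at 96 h. Apart from these, the alternatives kept the total number of DEGs in each comparison, both directions together, within 1.5 times, and a region widened by 10 identifiers on each side held 6 to 21 DEGs per comparison.

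The number of region genes whose difference between Shengsimai and Zhoumai18 changed from 0 to 96 h was 14 with limma on log2(FPKM + 1), 13 with a pseudocount of 0.1, 14 on the TPM scale and 13 after quantile normalization. It was 5 with the fold limit on the log2(FPKM + 1) scale. Apart from the fold limit, the cause was not tested.

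The numbers of lower or of higher region genes moved by more than 1.5 times, or to or from 0, in further fits. Each pair of numbers here gives the genes lower and then those higher in the former variety. Between Baipimai and Zhoumai18 at 0 h they were 3 and 1 in edgeR, 3 and 0 with the compared groups alone, 4 and 0 with limma on log2(FPKM + 1), 6 and 0 with a pseudocount of 0.1 and 3 and 0 on the TPM scale. Between Shengsimai and Zhoumai18 at 0 h they were 1 and 8 in edgeR, 3 and 5, 3 and 4, and 3 and 5 in the same limma fits, and 0 and 6 after quantile normalization. Between Baipimai and Shengsimai at 0 h they were 9 and 1 in edgeR, and 8 and 2, 8 and 2, and 7 and 2 in these limma fits. For the change from 0 to 96 h in the difference from Zhoumai18, DESeq2 gave 1 and 10 with Baipimai against 2 and 8 in edgeR. With Shengsimai the numbers were 2 and 6 in edgeR, 5 and 9, 5 and 8, and 5 and 9 in the limma fits, and 4 and 9 after quantile normalization. The cause was not tested. Without the filter, which tests more genes, the numbers went from 8 and 6 to 9 and 10 between Shengsimai and Zhoumai18 and from 7 and 7 to 11 and 8 between Baipimai and Shengsimai at 48 h. At 96 h they went from 3 and 10 to 5 and 11, from 5 and 9 to 8 and 17, and from 5 and 8 to 9 and 9.

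In the same form, the fold limit on the log2(FPKM + 1) scale left 0 and 0, 0 and 2, and 2 and 0 at 0 h, 6 and 0, 6 and 3, and 3 and 2 at 48 h, and at 96 h 3 and 7 between Shengsimai and Zhoumai18 and 3 and 6 between Baipimai and Shengsimai. For the change from 0 to 96 h it left 1 and 7 with Baipimai and 0 and 5 with Shengsimai. With the limit in edgeR they were 1 and 0, 0 and 3, and 3 and 0 at 0 h, 6 and 2 between Baipimai and Zhoumai18 and 4 and 3 between Baipimai and Shengsimai at 48 h, 3 and 7 in the latter at 96 h, and 0 and 6 for the change with Shengsimai. The replicate block kept 22 of 22 such counts within 1.5 times, and leaving out each library in turn kept 150 of 156. The exceptions were counts of 0 to 1 higher genes between Baipimai and Zhoumai18, 1 to 2 lower between Shengsimai and Zhoumai18 and 0 to 1 higher between Baipimai and Shengsimai at 0 h, and 1 to 3 lower for the change with Baipimai. The libraries that moved them were replicate 2 of Zhoumai18, replicate 3 of Shengsimai, each of replicate 2 of Baipimai and replicates 1 and 2 of Shengsimai, and replicate 3 of Baipimai, in this order, all at 0 h.

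With the replicate number as a block, 85 of 85 calls of the 14 named region genes were kept, and the region held 9 DEGs between Baipimai and Shengsimai at 0 h. The numbers do not pair the samples, since 19 of 108 pairs with the same number had a correlation of deviations over 0.1, with a range from -0.223 to 0.33. Of the same calls, 82 were kept without the filter, 83 with DESeq2, 81 with the compared groups alone and 79 in each limma fit. The fold limit kept 44 on the log2(FPKM + 1) scale and 54 in edgeR. Leaving out each library in turn kept 492 of 510 and reversed 0. The calls lost in some of these refits were those of TraesCS3D01G465600 and TraesCS3D01G465900 between Baipimai and Zhoumai18 at 0 h, TraesCS3D01G467600 between Shengsimai and Zhoumai18 at 0 h, TraesCS3D01G470700 between Baipimai and Zhoumai18 at 48 h and TraesCS3D01G467700 between Shengsimai and Zhoumai18 at 96 h. Between Baipimai and Shengsimai they were those of TraesCS3D01G465900 at 0 h, TraesCS3D01G467500 at 48 h and TraesCS3D01G466100 at 96 h. The total numbers of DEGs stayed within 1.5 times in each of these refits.

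Over time, 120 of 120 refits without a library kept the 18 calls of TraesCS3D01G466100, TraesCS3D01G468500 and the genes that rose or fell most from 0 to 96 h. The calls were also kept without the filter, with the block, with the compared groups alone and with limma on log2(FPKM + 1). DESeq2 kept 16 of 17 and gave no adjusted p for TraesCS2D01G594400. The pseudocount of 0.1, the TPM scale and quantile normalization kept 17 each. The call lost in these fits was the fall of TraesCS3D01G468500 in Shengsimai. Each fold limit kept 14, losing this call and those of TraesCS3D01G466100 within the varieties.

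Between Baipimai and Zhoumai18, TraesCS3D01G466100 and TraesCS3D01G468500 were not past the threshold in 5 comparisons, and some of these values changed sign near 0. TraesCS3D01G466100 at 0 h went from 0.066 to -0.0593 with limma on log2(FPKM + 1), -0.0681 with a pseudocount of 0.1 and -0.0157 on the TPM scale, and lay between -0.0188 and 0.14 with each library left out. TraesCS3D01G468500 at 96 h went from 0.0902 to -0.0103 and -0.0424 in the first pair of these fits, and lay between -0.20 and 0.41 with each library left out. No value that changed sign was past the threshold in any of these fits, and the cause was not tested.

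Between Shengsimai and Zhoumai18 at 0 h, TraesCS3D01G465600 went from 0.33 to -0.0449 with limma on log2(FPKM + 1), -0.0463 with a pseudocount of 0.1 and -0.0288 on the TPM scale. TraesCS3D01G467600 went from 0.32 to -0.0371, -0.0374 and -0.0205 in these fits and to -0.0317 after quantile normalization. The fold limit on the log2(FPKM + 1) scale has the values of the first of these fits. The median log2 fold change of all tested genes in this comparison was -0.16 in limma on log2(FPKM + 1) and 0 in edgeR, and the cause of the reversals was not tested. Relative to these medians, TraesCS3D01G465600 had 0.11 and 0.33, and TraesCS3D01G467600 0.12 and 0.32, and after quantile normalization -0.0621. In edgeR the call of TraesCS3D01G467600 rested on one library, since without replicate 2 of Zhoumai18 at 0 h the value was 0.18 and not past the threshold. Against edgeR, the median moved furthest from 0 to 96 h in Shengsimai, from 0.0791 to 0.48 with a pseudocount of 0.1. Between Shengsimai and Zhoumai18 at 96 h it moved from -0.0416 to -0.15 with DESeq2 and 0.12 after quantile normalization. The fold change of TraesCS3D01G466100 there, 1.68 in edgeR, lies well outside these shifts.

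Scaling, changed together with the test in these limma fits, also moved the share of DEGs that were higher in the former variety. For Baipimai against Zhoumai18 at 0 h it was 52.2% in edgeR, 38.3% in limma on log2(FPKM + 1) and 38.6% with a pseudocount of 0.1. For Shengsimai against Zhoumai18 at 0 h it was 50.0%, 25.0%, 24.6% and, on the TPM scale, 25.9%. For Baipimai against Shengsimai at 0 h it was 50.6%, 73.1%, 74.2% and 76.0% in the same order. At 48 h this comparison gave 54.1%, 65.2% and 66.9%, and 43.3% after quantile normalization. From 0 to 96 h the share that rose was 55.7%, 65.8%, 66.3% and 70.7% in Baipimai and 54.4%, 72.4%, 72.8% and 76.9% in Shengsimai. On the D genome alone, the share of windows with at least as many DEGs as the region was 26% for Baipimai against Zhoumai18 at 48 h, against 33.3% on all chromosomes.

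When resistance in Table S3 means grade 1 or 2, 165 red-grained and 1 white-grained varieties were resistant in both seasons. Resistant CC varieties then numbered 67 in the earlier and 47 in the later season. White-grained TT varieties with grade 1 or 2 in both seasons jointly numbered 0, although Baipimai had grade 1 in the earlier season. The stricter limit lowers these counts by its construction. Depth sets a limit for genes at 0 counts in a group, such as TraesCS3D01G468400, for which no difference was detectable.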

Differences from the paper's values

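The paper's Table 2 was set against the counts of region DEGs by edgeR, and in its 18 counts of lower or higher genes, 10 differed by more than 1.5 times. The fold limit in edgeR, DESeq2 and limma on log2(FPKM + 1) were chosen after seeing the values, and the other alternatives were set before the data were examined.

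For Baipimai against Zhoumai18 at 0 h, the paper's Table 2 gives 1 gene lower in the former variety, 0 higher and 1 in all, and the deposited counts gave 3, 1 and 4. The count of higher genes was 0 with the fold limit on the log2(FPKM + 1) scale, with the compared groups alone, with a pseudocount of 0.1 and on the TPM scale, and also with limma on log2(FPKM + 1), chosen after seeing the values, while no alternative set beforehand brought the lower genes or the total within 1.5 times. The fold limit in edgeR, chosen after seeing the values, gave 1 lower, 0 higher and 1 in all. For Shengsimai against Zhoumai18 at 0 h, the paper's Table 2 gives 0 genes lower in the former variety, 2 higher and 2 in all, and the deposited counts gave 1, 8 and 9. The fold limit on the log2(FPKM + 1) scale gave 0, 2 and 2, and that in edgeR, chosen after seeing the values, 0, 3 and 3. Quantile normalization gave 0 lower genes, and the other alternatives did not bring these counts within 1.5 times. For Baipimai against Shengsimai at 0 h, the paper's Table 2 gives 1 gene lower in the former variety, 0 higher and 1 in all, and the deposited counts gave 9, 1 and 10. Either fold limit, of which that in edgeR was chosen after seeing the values, gave 0 higher genes, and no alternative brought the lower genes or the total within 1.5 times.

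At 48 h, the paper's count of genes higher in Baipimai than in Zhoumai18 is 1 and its total 7, against 4 and 11 here. The total was 6 with the fold limit on the log2(FPKM + 1) scale and 8 with that in edgeR, chosen after seeing the values, and no alternative brought the higher genes within 1.5 times. Between Baipimai and Shengsimai at 48 h, the paper gives 2 higher genes and 7 in all, against 7 and 14. The fold limit on the log2(FPKM + 1) scale gave 2 and 5, that in edgeR, chosen after seeing the values, gave 3 and 7, and the other alternatives did not come within 1.5 times.

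At 96 h, the paper's count of genes lower in Shengsimai than in Zhoumai18 is 3, against 5. It was 3 with the fold limit on the log2(FPKM + 1) scale and 4 after quantile normalization, and also 4 with the fold limit in edgeR and with DESeq2, both chosen after seeing the values. The others did not come within 1.5 times. Between Baipimai and Shengsimai at 96 h, the paper gives 0 higher genes and 4 in all, against 8 and 13, and no alternative came within 1.5 times. Over Table 2, 6 of 18 counts differed with the fold limit on the log2(FPKM + 1) scale and 3 with that in edgeR, chosen after seeing the values.

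The paper counts 9 region genes that differed between resistant and susceptible varieties. Here 18 did at one time or more. The number was 15 with the fold limit on the log2(FPKM + 1) scale, 17 with DESeq2, chosen after seeing the values, and 31 without the filter, and no alternative came within 1.5 times of the paper's number.

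The paper's Fig. 4A shows TraesCS3D01G468500 with its highest values in the columns of Zhoumai18. In the deposited values its mean at 0 h was 51.7 CPM in Shengsimai and 0.399 in Zhoumai18. The paper states in its discussion that the haplotypes separate all resistant from all susceptible varieties. In Table S3, 13 TT varieties were susceptible in at least one season and 85 CC varieties were resistant in both.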

Other observations

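The tests of exchanged names, of Table 2 under exchanged names, of genes with counts in one variety, of library labels, of other splits of the libraries and of a gene that fell in the same libraries were chosen after the results were seen, while the test of counts assigned to another gene was written before its result was seen.

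A hypothesis was tested on the order of the varieties in Fig. 4A. The colors of its 81 cells were read from the picture and set against the mean FPKM of each gene in each group. Under the printed names, the median rank correlation within a gene was 0.2 over the 9 genes, and 3 genes exceeded 0.5. With the names Shengsimai and Zhoumai18 exchanged, the median was 1, the lowest 0.929, and 9 of 9 genes exceeded 0.5, more than under any other naming of the varieties. The same exchange moved the deposited values away from Table 2, where the sum of differences with the fold limit on the log2(FPKM + 1) scale went from 17 to 39, and without a fold limit from 45 to 59, which argues against an exchange of the deposited labels relative to Table 2. The names of these varieties may therefore stand exchanged in the columns of the figure. Which of the figure and the deposited labels holds for the plants was not tested.

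For every count of DEGs between groups, other splits of the same 6 libraries were tested. In each comparison of varieties, over all genes and in the region, and in each comparison of 96 with 0 h over all genes, 1 of 10 splits gave a count as large, which was the real one. In these fits of the compared groups alone, the real splits gave 28830 to 57241 DEGs over all genes, and the other splits at most 1, with 19 to 1337 genes at an unadjusted p under 0.05 in edgeR. In the region the real splits gave 3 to 14 DEGs between varieties, and the other splits 0, with at most 1 gene at an unadjusted p under 0.05 in edgeR, and no other tool was run on these splits. Splits that mix the groups also widen the spread within them, so these low counts follow in part from the mixing. An accidental grouping of the libraries over all genes is argued against, since 27 of 27 libraries lay closest to a library of their own group. The share of splits itself leaves it open for the region's counts, because with 3 libraries per group it cannot be lower than this.

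TraesCS5B01G146000 fell most from 0 to 96 h in both resistant varieties, from 1556012 to 0 counts in Baipimai and from 1474950 to 0 in Shengsimai, summed over 3 libraries. At 48 h it had 0 counts in a single library of Baipimai and in a single library of Zhoumai18, while the other libraries of those groups had a mean of 798 and 279 CPM. TraesCS5D01G145200 fell in the same libraries, to 2 counts in Baipimai, where the others had 20392 and 53843, and to 0 in Zhoumai18, where the others had 13575 and 7917. In Shengsimai at 48 h, a single library had 353905 counts of TraesCS5B01G146000 and 328192 of TraesCS5D01G145200, against 45612 and 49664, and 42793 and 47137, in the others. Both genes thus moved together in these libraries, and neither gained the counts that the other lacked. Whether the counts were assigned to some other gene could not be settled. The largest excess of another gene was 18.7% of the missing counts in Baipimai (TraesCS2D01G515500) and 376% in Zhoumai18 (TraesCS4A01G296100). The genes with the excess were named after their values were seen, and no biological explanation was tested.

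In Zhoumai18, TraesCS6D01G313300 and TraesCS2D01G594400 rose most from 0 to 96 h. They had 0 counts at 0 h and a mean of 593 ± 17.7 and 405 ± 7.05 FPKM (SD, n = 3) at 96 h. The rise was at least 33804-fold and 32196-fold against a floor of 3 counts over the group. The best protein hit listed for TraesCS2D01G594400 is Taglu1c, which is not the gene's own name. In Baipimai TraesCS1B01G121600 and TraesCS1A01G422900 rose most, and in Shengsimai TraesCS2D01G107900 and TraesCS4B01G023200. After TraesCS5B01G146000, TraesCS5D01G145200 fell most in both resistant varieties, from 947342 to 5 counts in Baipimai and from 947060 to 4 in Shengsimai, summed over 3 libraries. Zhoumai18 kept 83507 to 98285 counts of it per library at 96 h, and 53108 to 63718 of TraesCS5B01G146000. In Zhoumai18, Triticum_aestivum_newGene_23289 and Triticum_aestivum_newGene_39948, which are names given in the deposited table, fell most, from 22394 and 15391 counts over 3 libraries to 0. The fall was at least 9593-fold and 6598-fold against the same floor. No explanation was tested.

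By the definition of runs with counts in one variety, 3390 genes of 76889 had counts almost only in Zhoumai18, against 298 in Shengsimai and 292 in Baipimai. These limits were chosen after seeing the data, and no explanation was tested.

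In Table S3, haplotype and grain color go together, since 250 of 261 TT varieties are red-grained. Among red-grained varieties in the later season the mean grade was 1.93 ± 0.054 (standard error, n = 250) with TT and 2.71 ± 0.145 (n = 83) with CC. Among white-grained varieties it was 2.82 ± 0.182 (n = 11) and 4.47 ± 0.0473 (n = 285). In the earlier season the means with TT and CC lay closer together in red-grained varieties, at 1.94 ± 0.0594 (n = 248) and 2.41 ± 0.151 (n = 83). In white-grained varieties they were 2.82 ± 0.182 (n = 11) and 4.47 ± 0.0567 (n = 284) in that season. Kinship between the varieties was not taken into account.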
